A study of Homo sapiens with 42 samples. Its data were reported in "Embryonic stem cell factors DPPA2/4 amplify active H3K4me3–H2AK119ub chromatin domains in non-small cell lung cancer" (2026).

How the data were processed

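The series held 42 human samples, of which 38 were chromatin immunoprecipitation (ChIP-seq) libraries and 4 were inputs. In parental NCI-H661, a large cell lung cancer line that expresses the embryonic stem cell proteins DPPA2 and DPPA4, 18 libraries covered DPPA2, DPPA4, H3K27ac, H2AK119ub, H3K4me1, H3K36me2, H3K36me3 and H3K9me3 with 2 replicates each, and the factors KDM2A and SUZ12 with 1 each. In NCI-H1299, a non-small cell lung cancer line carrying inducible FLAG-DPPA2 and V5-DPPA4, 20 libraries covered H3K27ac, H2AK119ub, H3K4me1, H3K36me3 and H3K9me3 after 7 days with doxycycline (DOX, 2 µg/mL) or water (control), with 2 replicates per mark and condition. Nothing in the labels says whether replicates came from separate cultures, so the spread between them may be technical. H3K4me3, H3K27me3 and CUT&RUN data were not analysed here.

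The authors aligned single-end reads to hg38 and called peaks per replicate against the matched input. Their processing notes name Trim Galore 0.6.6, BWA 0.7.13, SAMtools 1.9, Picard 2.6.0, deepTools 3.5.0 and MACS2. The deposited lists numbered 44: an EPIC2 list of broad islands for each of the 38 libraries and a MACS2 narrow peak list for the 6 DPPA2, DPPA4, KDM2A and SUZ12 libraries. Each EPIC2 island carries the authors' ChIP and input read counts, a p-value, an FDR, a score and a log2 fold enrichment. Each narrow peak carries the authors' fold enrichment (a ratio), a score and the −log10 of its p and q values. Peak folds and p-values are the authors' own. They were used to filter peaks, to rank them within 1 list and, for the folds, to recover input depth and library sizes. Every list was tested against the lengths of the 24 standard chromosomes of the hg38 reference used here, and 0 islands ran past a chromosome end.

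Peaks and islands were kept on the standard chromosomes at a log2 fold above 1 and an FDR below 0.05, the limits given in the study's methods. The blacklist that the authors removed was not used here. A DPPA2/4 consensus peak was a region found in both DPPA2 and both DPPA4 narrow peak lists, with more than 25% of each peak overlapping its partner. Promoters were 1500 bp on either side of the transcription start site (TSS) of the canonical transcript of 20033 protein-coding genes in GENCODE, and 14557 of them held a CpG island, defined as a 500 bp window with at least 55% GC and an observed to expected CpG ratio of at least 0.65. A histone mark was called at a promoter when both replicates had an island there. Associations were tested with Fisher's exact test, two-sided, with Benjamini-Hochberg (BH) adjustment over the marks or lists tested together, and odds ratios are given with 95% intervals. Promoters and domains are not independent replicates, so these p-values describe overlap in these libraries. Overlap was also compared with 100 shuffles of the peaks, over the genome without assembly gaps, among promoters, and among windows matched on GC. The smallest two-sided p that 100 shuffles can give is 0.0198.

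For DOX against control, islands of the 4 libraries of a mark were joined into regions, and a library's count was the sum of the deposited ChIP counts of its islands in the region. A library without an island has no count in such a list, so regions were tested only where islands covered at least 50% of the region in every library. Counts were fitted with edgeR (quasi-likelihood test, TMM) with the replicate number as a block, because the study describes complete batches. Regions were called at an adjusted p below 0.05 and an absolute log2 change of at least 0.5. The deviations of same-numbered libraries from their condition's mean correlated at 0.26 for H3K27ac, 0.08 for H2AK119ub, 0.04 for H3K4me1, 0.07 for H3K36me3 and 0.09 for H3K9me3. Sets of regions were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, which tests whether a set's regions move on balance one way. Promoters gained in DOX were those called in both DOX and neither control library, and promoters lost were the reverse. Fits without a library used the regions of the other 3, with no block. The counts of promoters gained and lost were set beside the other ways of parting the 4 libraries into pairs, for which the smallest exact permutation p is 0.333.

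Islands held 0.138 to 3.66 M reads per NCI-H1299 library and 0.488 to 6.96 M reads per NCI-H661 library. These are reads inside called islands and not sequencing depth. In NCI-H1299 the deposited folds and counts gave back the depth of the inputs, which was 1.05 reads per kb for control and 1.53 reads per kb for DOX. Of the islands in a NCI-H1299 list 14.9% to 59.8% had 0 input reads. A fold over 0 reads rests on a substituted value, so ranks by fold there are rough. The mouse spike-in named in the methods could not be applied to peak lists. Intervals cover counting error only. On simulated counts with known changes, edgeR recovered 72.0% of H3K27ac, 64.3% of H2AK119ub, 69.0% of H3K4me1, 86.0% of H3K36me3 and 71.4% of H3K9me3 regions moved by 1 on the log2 scale, and DESeq2 recovered 13.0%, 0%, 7.0%, 37.0% and 0% of them. Of regions moved 1.5-fold, nearer the size of most calls reported here, edgeR recovered 32.0%, 16.7%, 20.0%, 38.0% and 16.7%, and of its simulated calls 4.59%, 8.33%, 9.18%, 3.88% and 0% were false. For H2AK119ub and H3K9me3 these rates rest on 14 and 7 regions at a log2 change of 1, and on 12 and 6 at 1.5-fold. All of the rates are those of the simulated counts, and whether the real counts vary in the same way was not tested. The overlap steps found all 3000 planted shared peaks and a planted odds ratio of 3.5.

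Gene lists, the main tests and the rule for named genes were fixed before the data were examined, and the tests and alternatives added later are named where they are given. Named genes were DPPA2, DPPA4 and the genes the study singled out, the 15 bound promoters with the highest mean percentile of DPPA2 and DPPA4 fold, up to 4 members per gene list, DOX regions ranked by p at promoters, and gained, lost or line-specific promoters ranked by fold percentile. Identifiers without a gene symbol and 1 Y-linked gene were left unnamed. Some genes that the rule would name are not reported here. The alternatives were other fold filters, overlaps and promoter widths, DESeq2, other scalings, the fit without the block, a likelihood ratio test, other coverage and count limits, and each library left out in turn. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, bedtools 2.31.1, samtools 1.23.1, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.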

Results

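ChIP-seq peak lists were compared for 18 libraries of parental NCI-H661 and 20 libraries of NCI-H1299 cells with inducible DPPA2 and DPPA4. The NCI-H661 lists held 30041 to 127865 EPIC2 islands after filtering and the NCI-H1299 lists held 12301 to 103384.

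The first question was where DPPA2 and DPPA4 sit in cells that express them. DPPA2 and DPPA4, DNA-binding proteins of the early embryo, shared 8825 consensus peaks in NCI-H661, with a median width of 1195 bp. The number depended on the overlap asked for, with 3618 at 50% of each peak, 10680 at 25% of either peak (a reading of the study's rule added after the data were seen) and 15434 with EPIC2 domains. Of these peaks 58.3% lay at protein-coding promoters, and 5272 of 20033 promoters (26.3%) were bound. CpG-island promoters were bound in 5101 of 14557 cases (35.0%) and other promoters in 171 of 5476 (3.12%), an odds ratio of 16.7 (95% interval 14.3 to 19.6, Fisher's exact test). DPPA2 peaks found in both replicates numbered 15843, and 60.3% of them overlapped DPPA4, whereas 77.1% of the 12999 DPPA4 peaks overlapped DPPA2.

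Among the genes the study singled out, the homeobox genes DLX1 and DLX2, the retinoic acid hydroxylase gene CYP26A1, the neuropeptide precursor gene VGF, the stem cell zinc finger gene SALL4 and the H3K36 methyltransferase gene NSD2 were bound. The DLX1 peak covered chromosome 2, 172084069 to 172085470 (hg38), just upstream of its TSS at 172085507. The CYP26A1 peak, on chromosome 10 from 93071888 to 93075704, had fold enrichments of 24.9 and 15.3 for DPPA2 and 9.73 and 8.20 for DPPA4. The NSD2 peak, on chromosome 4 from 1870005 to 1872373, had folds of 23.03 and 24.5 for DPPA2 and 17.5 and 8.36 for DPPA4. The integrin gene ITGB8 had a peak in all 4 libraries, but the peaks overlapped by too little to form a consensus peak. LIN28B, an RNA-binding regulator of let-7, had a peak in 1 DPPA2 and 1 DPPA4 library, and DPPA2, DPPA4, FOXP2, NANOG and AFP had none at the promoters tested. For FOXP2 that is the canonical TSS on chromosome 7 at 114414815, and its other sites were not examined here. The study named NANOG, LIN28B and AFP for tumours, not for these cells. H3K27ac was called at all of these promoters but those of NANOG and AFP. Without DPPA2 replicate 1 the consensus peaks at DLX2 and SALL4 were lost, and without DPPA4 replicate 2 ITGB8 had one.

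The highest fold percentiles were at LRFN4 (chromosome 11, 66855318 to 66860398), with folds of 62.2 and 33.2 for DPPA2 and 23.2 and 28.6 for DPPA4. B3GNT9, BHLHA9, TMEM200B, COL9A3, the Wnt receptor gene FZD9, B3GALT6 and SDF4 (which share a promoter region), NPW and SOWAHA were also among the 15 highest. The remaining members were BOLA2, BOLA2B, BOLA2-SMG1P6, SLX1A and SLX1B on chromosome 16, near-identical copies between which reads cannot be assigned with certainty.

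Active marks and H2AK119ub, the histone mark set by Polycomb repressive complex 1, were more frequent at bound promoters. H3K27ac was called at 85.9% of bound and 48.1% of unbound promoters (odds ratio 6.57, 95% interval 6.04 to 7.15), H3K4me1 at 49.6% and 22.4% (3.41, 3.19 to 3.64) and H2AK119ub at 40.7% and 18.4% (3.04, 2.83 to 3.25). KDM2A, a demethylase that binds unmethylated CpGs, had peaks at 28.2% of bound and 4.22% of unbound promoters (8.92, 8.07 to 9.86). The heterochromatin mark H3K9me3 was rarer, at 0.759% and 5.35% (0.135, 0.0984 to 0.186). H3K36me3 (10.96% and 5.82%, adjusted p = 1.2e-32) and H3K36me2 (6.58% and 5.10%, adjusted p = 7.8e-05) differed less. SUZ12, a subunit of Polycomb repressive complex 2, was at 15% and 15.9%, which did not pass (odds ratio 0.937, adjusted p = 0.151).

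Among CpG-island promoters the odds ratios were 3.04 for H3K27ac, 2.22 for H2AK119ub and 5.86 for KDM2A, and SUZ12 became rarer at bound promoters (15.4% and 21.2%, odds ratio 0.675, adjusted p = 7.5e-18). The direction turned at promoters with H3K27ac in both libraries (10.01% of 4417 bound and 4.06% of 6426 unbound, odds ratio 2.63, 95% interval 2.24 to 3.08). It also turned at those with an island in 1 library (43.3% of 455 and 37.0% of 908, 1.30, 1.03 to 1.63), and at those with none the interval included no difference (63.8% of 229 and 66.5% of 2122, 0.886, 0.667 to 1.18). This split by library was chosen after the data were seen. Without DPPA4 replicate 3 the SUZ12 odds ratio over all promoters was 0.746. For H3K27ac a log2 fold above 2 gave 4.23 and replicate 2 alone gave 13.8, and H3K9me3 replicate 1 alone gave 0.415. At 500 bp on either side of the TSS the H3K36me2 odds ratio turned to 0.422, that of H3K4me1 was 1.63 and that of H3K36me3 was 1.13, no longer past the threshold.

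**Figure D1:**
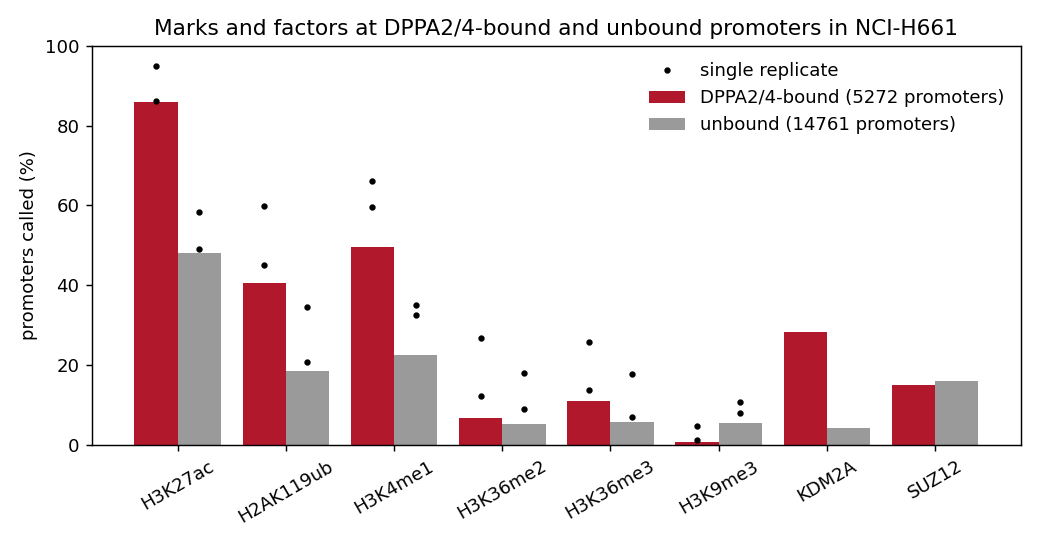
Percentage of DPPA2/4-bound (red) and unbound (grey) protein-coding promoters in NCI-H661 at which each histone mark was called in both replicates, or KDM2A or SUZ12 in the single library, with black points for each replicate alone. H3K27ac reached 85.9% of bound and 48.1% of unbound promoters, and H3K9me3 0.759% and 5.35%.

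Promoters carrying both H3K27ac and H2AK119ub were bound most often, 1703 of 2548 (66.8%, 95% Wilson interval 65.0 to 68.6). Promoters with H3K27ac alone were bound in 31.1% of 9084 cases, those with H2AK119ub alone in 19.05% of 2315, and those with neither in 4.96% of 6086. VGF, SALL4, CYP26A1, DLX1 and DLX2 carried both marks, and NSD2 carried H3K27ac alone.

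Consensus peaks overlapped H3K27ac in 69.6% of cases against 3.38% after shuffling over the genome, and KDM2A in 18.8% against 0.172%. Peaks were rich in GC, and against windows matched on GC the ratios were 1.70 for H3K27ac and 2.11 for KDM2A, with 1.04 for H2AK119ub, 0.837 for SUZ12, 0.711 for H3K36me3 and 0.174 for H3K9me3. The smallest permutation p that the 100 shuffles can give, 0.0198, was reached for each of these but H2AK119ub (p = 0.0396). H2AK119ub at DPPA2/4 peaks was 12.9 times as frequent as over the genome, 1.93 times as frequent as after shuffling among promoters (35.8% against 18.5%, adjusted p = 0.0226) and 1.04 times as frequent as in windows of the same GC. H3K36me3 and SUZ12 turned with the background: their ratios were 2.49 and 7.605 over the genome and 1.39 and 1.115 among promoters, in place of the values below 1 with matched GC. Without H2AK119ub replicate 1 its genome ratio was 6.35 and at a log2 fold above 2 it was 21.4, without H3K27ac replicate 1 that of H3K27ac was 12.6 in place of 20.6, and that of H3K36me3 was 1.61 without its replicate 2 and 3.815 at a log2 fold above 2. The genome ratio of H3K9me3 was 0.398, or 0.617 without its replicate 2.

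H2AK119ub domains that DPPA2/4 bound differed in their surroundings from those without the proteins. Of 2844 domains with a DPPA2/4 peak 68.8% overlapped H3K27ac, against 11.2% of 18336 without (odds ratio 17.5, 95% interval 16.0 to 19.2), and 68.5% against 15.4% lay at a promoter (11.9, 10.9 to 13.01). KDM2A overlapped 19.7% and 0.616% of them (39.5, 32.1 to 48.5) and H3K9me3 3.06% and 23.04% (0.105, 0.0849 to 0.131). SUZ12 overlapped 28.2% of domains with and 34.9% of domains without DPPA2/4 (0.732, adjusted p = 1.3e-12, Fisher's exact test). The SUZ12 direction turned with H2AK119ub replicate 2 alone (without replicate 1, 1.49) and was lost with replicate 1 alone (without replicate 2, 1.01), and without H2AK119ub replicate 1 the KDM2A odds ratio was 102.5 and the promoter odds ratio 18.3. Without H3K9me3 replicate 2 the H3K9me3 odds ratio was 0.202. At a log2 fold above 2 the odds ratios were 23.9 for KDM2A, 7.39 for promoters and 0.0576 for H3K9me3, and at 50% overlap that of KDM2A was 16.1.

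Among domains at CpG-island promoters, a comparison chosen after the data were seen, 1888 had and 2411 lacked DPPA2/4, and the odds ratios were 6.63 for H3K27ac, 7.97 for KDM2A, 1.80 for H3K4me1 and 0.195 for H3K9me3. SUZ12 overlapped 31.8% and 63.5% of these domains (0.268, 95% interval 0.236 to 0.304).

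Of 17 gene lists, 4 were bound more often than other genes. The developmental transcription factors were bound in 23 of 46 cases (odds ratio 2.81, adjusted p = 0.00359), among them the homeobox genes SIX2 and LHX6, the haematopoietic regulator GATA2 and the zinc finger gene ZIC5. Wnt signalling genes were bound in 25 of 54 cases (2.42, adjusted p = 0.00472), among them the receptors FZD9, FZD7 and FZD5 and the Wnt deacylase NOTUM. Polycomb genes were bound in 20 of 39 cases (2.95, adjusted p = 0.00359), with CBX8, EPOP and the H3K27 methyltransferase gene EZH2 as examples, and did not pass at a log2 fold above 2 (2.128, adjusted p = 0.0695). H3K4 and H3K36 methyltransferases and demethylases were bound in 15 of 26 cases (3.83, adjusted p = 0.00359), including NSD1, KMT2B, NSD2 and SETD1B. Olfactory receptors (0 of 49, adjusted p = 1.0e-05; for example OR10A2, OR10G4, OR10H1 and OR11H4) and cancer-testis genes (0 of 25, adjusted p = 0.00359; for example BRDT, CT45A1, CT83 and CTAG1B) were bound less often.

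The other lists did not pass the BH adjustment by Fisher's exact test. Epithelial genes were bound in 11 of 24 cases (adjusted p = 0.0899; CLDN3, CLDN7, ESRP2 and ERBB3), pluripotency and germline genes in 9 of 35 (UTF1, TFAP2C, TFCP2L1 and NODAL), autophagy and catabolic genes in 9 of 39 (ULK2, PSMD11, SQSTM1 and ATG13) and KRAB zinc fingers in 19 of 73 (ZNF442, ZNF799, ZNF44 and ZNF540). Housekeeping genes were bound in 7 of 30 cases (ACTB, HPRT1, TFRC and SDHA), lung lineage genes in 6 of 28 (AQP5, ABCA3, SCGB3A1 and NKX2-1), mesenchymal genes in 5 of 26 (ZEB1, AXL, VIM and SNAI1), neuroendocrine genes in 3 of 17 (INSM2, VGF and DLL3) and hepatic genes in 3 of 20 (DLK1, GPC3 and APOA1). INSM1 and IGF2 had peaks in all 4 libraries, with folds of 4.41 to 9.16 and 4.59 to 6.96, but no consensus peak. Of the haematopoietic control list 2 of 24 genes were bound (HBA1, a duplicated gene, and CD8A, with CD14 unbound; adjusted p = 0.113). This list passed as bound less often without DPPA2 replicate 3 (odds ratio 0.207), DPPA4 replicate 2 (0.219) or DPPA4 replicate 3 (0.101). The genes the study singled out, which are not independent evidence, were bound in 6 of 11 cases (adjusted p = 0.0924), and passed without DPPA4 replicate 2 (odds ratio 4.22). Binding was lost at DLK1 and CD8A without DPPA4 replicate 3, at APOA1 without DPPA2 replicate 1 and at PSMD11 without DPPA4 replicate 2, and IGF2 was bound without DPPA2 replicate 3 or DPPA4 replicate 2. Among CpG-island promoters, or with H3K27ac-marked promoters as the background, 0 of the lists passed after BH adjustment of Fisher's exact test, with 4 and 2 lists at an unadjusted p under 0.05. For olfactory receptors and cancer-testis genes these settings cannot decide, since too few members remained. The olfactory receptor list had 0 members in both. The cancer-testis list had 6 and 2, with 0 bound, the fewest possible (Fisher's exact test, unadjusted p = 0.0975 and 0.524).

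**Figure D2:**
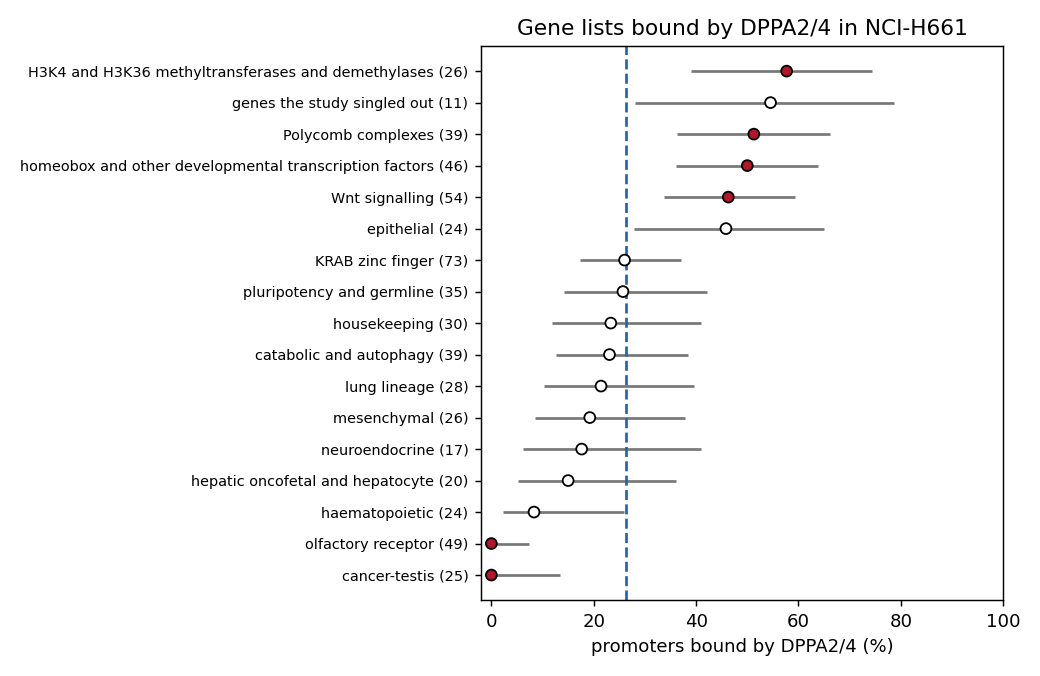
Percentage of the promoters of each gene list bound by DPPA2/4 in NCI-H661 (points, with 95% Wilson intervals and the number of genes in brackets). Filled points passed the adjusted Fisher's exact test, and the dashed line is the share of all promoters, 26.3%.

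The next question was what induced DPPA2 and DPPA4 change in NCI-H1299. Islands over the genes themselves were looked at first. In NCI-H1299 all 30 islands within DPPA2 and DPPA4, over all 5 marks, touched an exon, and 68.6% of their length was exonic, although exons make up 6.08% of DPPA2 (chromosome 3, 109293788 to 109316517) and 24.5% of DPPA4 (109326144 to 109337546). In NCI-H661, 30 of 52 islands touched an exon and 12.1% of their length was exonic. H3K27ac islands over both genes held 15 and 39 reads in the control libraries, over 300 and 1000 bp, and 286 and 113 reads in the DOX libraries, over 2900 and 1900 bp. The mean was 50.0 and 39.0 reads per kb in control and 98.6 and 59.5 in DOX. Summed over both libraries, H3K36me3 had 0 islands there in control and 5 in DOX (1600 bp, 70 reads), H3K9me3 0 and 1 (200 bp, 7 reads), and H3K4me1 3 in control (700 bp, 32 reads) and 0 in DOX, while H2AK119ub had 0 in both. No test was made of these sums, which move with the covered length and are not scaled to library depth. The genome-wide density of H3K27ac reads was 3.72 and 2.84 per kb in the control libraries and 5.37 and 2.88 in the DOX libraries. Reads from an integrated coding sequence align to the exons of the endogenous gene, and the copies cannot be told apart here.

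**Figure D3:**
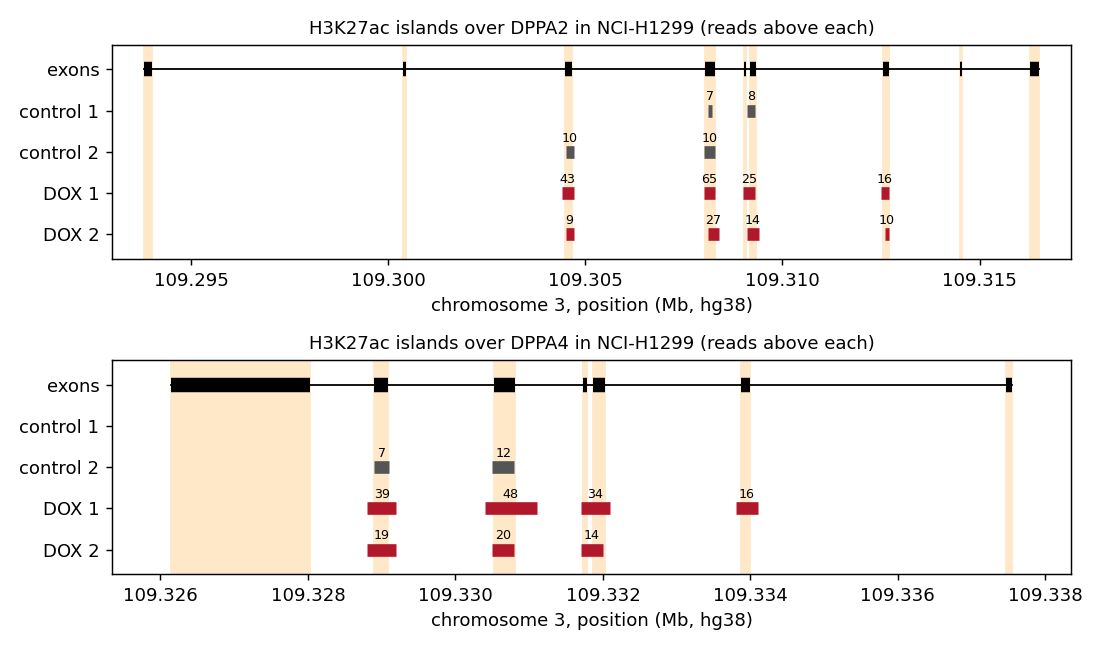
H3K27ac islands over DPPA2 and DPPA4 in NCI-H1299 along chromosome 3 (hg38, Mb), with exons in black and shaded, control islands in grey, DOX islands in red and the reads of each island above it. All islands sit on exons, and the DOX libraries hold 286 and 113 reads against 15 and 39 in control, not scaled to library depth.

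Among regions called in all 4 libraries, H3K36me3, a mark of transcribed gene bodies, changed at 15 of the 7146 that met the coverage minimum, 12 higher and 3 lower in DOX (edgeR, BH). With no coverage minimum it changed at 183 of 23356, 159 higher and 24 lower. The higher regions at promoters were those of SPG7, a mitochondrial protease gene (chromosome 16, 89509301 to 89554400, log2 change 0.53, adjusted p = 1.3e-04), BUD23 and DNAJC30 (0.51, adjusted p = 0.00132), AMOTL2 (0.57, adjusted p = 0.00208) and PRPF6 (0.54, adjusted p = 0.0114). The asparagine synthetase gene ASNS fell by 0.60 on the log2 scale (chromosome 7, 97851401 to 97872200, adjusted p = 1.4e-04). H3K4me1 counts were higher in DOX at 2 of 7095 regions, neither at a protein-coding promoter. They lay on chromosome 6 (151034201 to 151046600, log2 change 0.67, edgeR adjusted p = 0.0262) and chromosome 12 (12879201 to 12887200, 0.83, adjusted p = 0.0366). Islands covered 6600 and 7000 bp of the first in control and 11000 and 10700 bp in DOX. For the second it was 4000 and 4600 bp, and 6800 and 6300 bp. Per covered length the log2 changes were 0.06 and 0.28 (edgeR adjusted p = 0.9998 and 0.772).

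The number of calls moved with covered length and with the libraries used. SPG7 islands covered 27900 and 27600 bp in control and 43800 and 39800 bp in DOX, and with reads taken per covered length 0 regions passed for either mark by edgeR. Per covered length the log2 change was 0.06 at SPG7, 0.09 at AMOTL2 and 0.01 at PRPF6, while among the lower regions ASNS was at −0.26 (edgeR adjusted p = 0.00227), the region on chromosome 8 from 46604401 to 46617400 at −0.45 (adjusted p = 1.7e-05, in place of −0.66) and that on chromosome 12 from 22665201 to 22667700 at −0.34 (adjusted p = 0.9998, in place of −1.09), all under the size limit of 0.5. Without control replicate 1 or 2 H3K36me3 gave 57 and 48 calls, and without DOX replicate 1 or 2 it gave 0. H3K4me1 gave 5 and 19 without the control replicates and 0 without either DOX replicate. These fits also differed in having no replicate block and in testing the regions of 3 libraries, 12799 to 14234 for H3K36me3 and 10425 to 13649 for H3K4me1, so the counts do not isolate the library left out. With no replicate block H3K36me3 gave 3 calls and H3K4me1 gave 0. ASNS, AMOTL2 and PRPF6 then no longer passed (edgeR adjusted p = 0.326, 0.0663 and 0.0752). SPG7 and the region of BUD23 and DNAJC30 stayed under 0.05 (adjusted p = 0.00599 and 0.0228). DESeq2 called 0 regions for both marks.

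For H3K27ac, edgeR called 0 of 3436 regions, with 188 at an unadjusted p under 0.05, and DESeq2 called 0. The 3436 were 4.84% of the 70978 joined regions. Regions without an island in some library, as where the mark was gained, could not be tested. Regions with the smallest p that did not pass included the promoters of TOPORS and SMIM27 (log2 change 0.95, edgeR adjusted p = 0.188), RBPJ, the Notch pathway transcription factor gene (0.64), RETREG3 and TUBG1 (1.12), SLC7A6 (0.68) and NDUFS8 (0.59). TLR6 (−0.89), PPP2R5E (−1.09), ANKRD49 and MRE11 (−1.02), TCTN3 (−1.09) and SSBP1 (−0.66) had negative values. Without DOX replicate 2, 29 of 4588 H3K27ac regions were called, all lower in DOX, whereas with no coverage minimum 12 were called, all higher, and with islands as deposited 2, both lower. With library sizes recovered from the lists the median H3K27ac change was 0.44, against −0.01 with TMM, and 0 regions were called. TMM on these counts centres the changes near 0, so the calls made with it cannot test a rise shared by most regions. The study took its TMM factors from windows over the whole genome.

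For H2AK119ub, edgeR called 0 of 132 regions (5 at an unadjusted p under 0.05), and for H3K9me3 0 of 68 (5 at an unadjusted p under 0.05). DESeq2 called 0 regions for either mark. The smallest p values for H2AK119ub at promoters were at D2HGDH (−1.002), NCKAP5L (−0.77), NTSR1 (0.53) and GNB2 (0.38), and for H3K9me3 at TAF7 (−0.38). For H3K4me1, YWHAQ (0.48), SFXN5 (0.60), the histone genes H2AC15, H2BC15 and H4C12 (−0.66) and the Notch ligand gene JAG2 (−0.95) led among promoters and did not pass. Without control replicate 1, 2 H3K9me3 regions were called.

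The study mapped DPPA2/4 in DOX-treated NCI-H1299 cells by CUT&RUN and reported higher H3K27ac at those sites. Those sites were not used here. The region and promoter tests below take binding from NCI-H661, so they do not test that result. H3K27ac regions that DPPA2/4 bind in NCI-H661 were compared with the rest. The 879 regions had a median log2 change of 0.05 and the other 2557 of −0.03, and limma's camera gave an adjusted p of 0.0069. With an estimated correlation the adjusted p = 0.569, and fry gave p = 0.653. Replicate pair 1 gave 0.12 and −0.08, and pair 2 gave −0.03 and 0.01. Without DOX replicate 1 the difference of the medians was −0.0021, and without DOX replicate 2 it was 0.17. Without control replicate 1 it was 0.06 and no longer passed by limma's camera. For H3K4me1 the 953 such regions lay at −0.07 against 0.00 (camera adjusted p = 0.0084), with an adjusted p = 0.291 with an estimated correlation and a fry p = 0.0269 (adjusted p = 0.108). Replicate pair 1 gave −0.08 and 0.01 for H3K4me1, and pair 2 gave −0.08 and 0.00. H2AK119ub (49 regions, camera adjusted p = 0.483) and H3K36me3 (171 regions, adjusted p = 0.0556) did not pass.

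Presence in a list showed larger differences. H3K27ac was gained at 1008 promoters and lost at 16, and 394 of the gained (39.1%) but 0 of the lost were bound by DPPA2/4 in NCI-H661 (Fisher's exact test, adjusted p = 0.0023). That test rests on the 16 lost promoters. Where more were lost, some of these were bound too: 19 of 87 with lists of equal length (odds ratio 2.202, Fisher's exact test, unadjusted p = 0.0023) and 72 of 271 at a log2 fold above 2 (1.9045, unadjusted p = 3.9e-06), against 1 of 15 at 500 bp (9.52, unadjusted p = 0.0068) and 0 of 2 with no fold filter (unadjusted p = 0.532). The gained share was near that of promoters with H3K27ac in all 4 libraries (35.03% of 7386) and of those with it in NCI-H661 (38.9% of 11632). Gained promoters with the highest folds were those of the checkpoint gene RAD9A, the zinc finger genes ZNF579 and ZNF317, and IQCD and TPCN1, which share a promoter region. These ranks are rough, since 14.9% to 31.5% of the islands in these H3K27ac lists had 0 input reads. ZNF579 and ZNF317 had the same log2 fold of 5.90 in 1 library. Lost promoters were led by MAP7, the histone gene H4C1, MOCS2, ZNF550 and PLSCR4. The 1024 promoters that parted DOX from control compared with at most 213 for the other ways of pairing the 4 libraries (exact permutation p = 0.333, the smallest possible). Replicate pair 1 alone gained 3483 and lost 156, and pair 2 alone gained 1730 and lost 469. DOX replicate 1 had the longest H3K27ac list, with 49726 islands against 28105 to 35357 in the other libraries. With lists of equal length 840 were gained and 87 lost. Without the fold filter 607 were gained and 2 lost, and of the promoters named here only those of ZNF317 and H4C1 kept their call, H4C1 losing it at 500 bp.

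H2AK119ub was gained at 609 promoters, led by MTA1 and TCFL5, and lost at 419, led by SMIM24 and SMIM44. H3K4me1 was gained at 647 (NLK and KIAA1549) and lost at 224 (STK38L and C1orf50), and gained promoters were bound in NCI-H661 more often (44.4% against 33.5%, odds ratio 1.58, Fisher's exact test, adjusted p = 0.0094), where 37.4% of promoters with H3K4me1 in all 4 libraries and 44.2% of those with it in NCI-H661 were bound. H3K36me3 was gained at 391 (MUTYH and TOE1) and lost at 146 (FBXO9), and H3K9me3 was gained at 7 (CHML and OPN3) and lost at 19 (H4C6 and POGZ). Of the promoters that gained H3K9me3 5 of 7 were bound in NCI-H661, against 2 of the 19 that lost it (odds ratio 21.25, 95% interval 2.36 to 191.6, Fisher's exact test, adjusted p = 0.0094). CHML and OPN3 share 1 TSS, and with each TSS counted once, a choice made after the data were seen, 4 of 6 gained and 2 of 19 lost promoters were bound (17.0, 1.81 to 160.05, Fisher's exact test, adjusted p = 0.0252). It was 8 of 11 and 0 of 8 at a log2 fold above 2 (Fisher's exact test, unadjusted p = 0.0034), 5 of 10 and 0 of 12 with lists of equal length (unadjusted p = 0.0096), 2 of 4 and 2 of 25 with no fold filter (unadjusted p = 0.0800), and 0 of 1 and 0 of 6 at 500 bp. H2AK119ub (47.1% and 40.8%, adjusted p = 0.0599, or 0.0434 with each TSS counted once) and H3K36me3 (32.7% and 24.7%, adjusted p = 0.0742) did not pass Fisher's exact test. Across the settings for filters, width and list length the odds ratio ran from 0.897 with no fold filter to 1.69 at a log2 fold above 2 for H2AK119ub (Fisher's exact test, unadjusted p = 0.466 and 0.0012), and for H3K36me3 it ran from 1.02 at 500 bp to 1.59 with lists of equal length (unadjusted p = 1 and 0.0276). For H3K4me1 it was 1.299 with no fold filter, 1.302 at 500 bp, 1.77 with lists of equal length and 1.85 at a log2 fold above 2 (unadjusted p = 0.187, 0.0685, 7.0e-06 and 2.7e-11). The totals exceeded the highest other pairing for H2AK119ub (1028 against 831), H3K4me1 (871 against 591) and H3K36me3 (537 against 306), and not for H3K9me3 (26 against 46). In 1 direction, H2AK119ub parted replicate 2 from replicate 1 at 694 promoters, more than the 609 gained or the 419 lost. With lists of equal length H3K4me1 was gained at 633 and lost at 458. Without replicate 1 the counts gained and lost were 2009 and 2778 for H2AK119ub, 1845 and 1280 for H3K4me1, 1071 and 954 for H3K36me3, and 115 and 413 for H3K9me3. Without replicate 2 they were 2322 and 1404, 2795 and 1353, 1553 and 704, and 85 and 106, in the same order. Of the promoters named for these marks only that of NLK kept its call both without the fold filter and at 500 bp.

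At the genes the study singled out, DLX1 carried H2AK119ub in both control and neither DOX library, and H3K27ac in all 4. SALL4 carried H3K4me1 in both DOX and neither control library. VGF carried H3K27ac and H2AK119ub in all 4 libraries. ITGB8 and the canonical FOXP2 promoter had H3K27ac in DOX replicate 1 only.

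**Figure D4:**
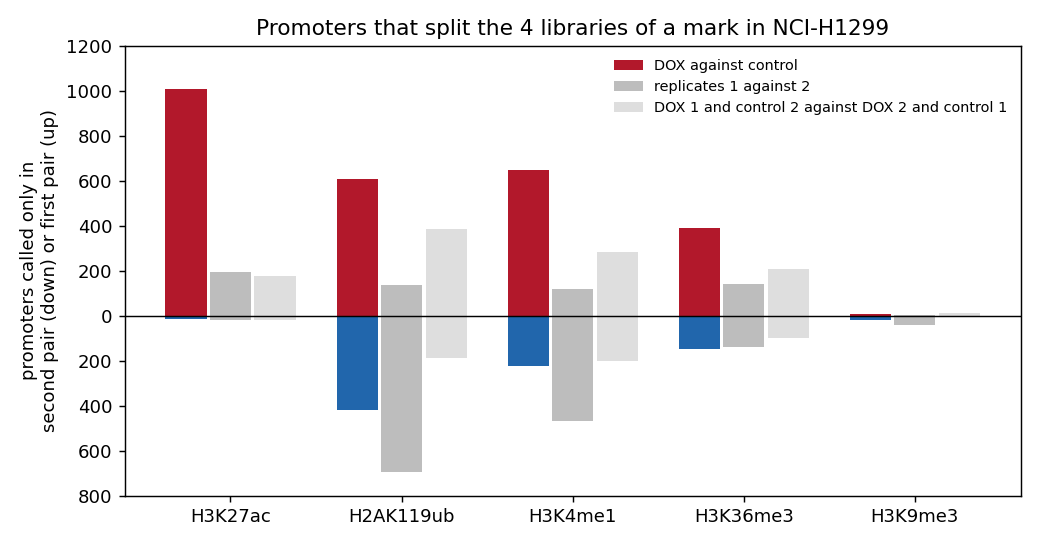
Number of promoters called in both libraries of 1 pair and neither of the other, for each mark in NCI-H1299: upward bars for the first pair, downward for the second, in colour for DOX against control and in grey for the other pairings. H3K27ac was gained at 1008 promoters and lost at 16, while other pairings parted at most 213.

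Last, promoters marked in NCI-H661 alone were compared with those marked in NCI-H1299 control cells alone. H3K27ac was found only in NCI-H661 at 2417 promoters, of which 43.5% were bound by DPPA2/4 there, and only in NCI-H1299 at 154, of which 3.90% were bound. Binding was taken from NCI-H661 alone, as the study's CUT&RUN data for NCI-H1299 were not used. These shares were close to those of all promoters with H3K27ac in NCI-H661 (38.9% of 11632) and of all without an island in either library there (3.84% of 6225). The difference between them therefore follows from how the promoters were chosen, and no test of it is given. The semaphorin receptor gene PLXNB1, ZDHHC1, CFAP70, ANKRD36C, LRRC10B, GPRASP2 and its readthrough ARMCX5-GPRASP2 led in NCI-H661, and TM4SF1, the PD-1 ligand gene PDCD1LG2, PKD2L2, IL31RA, SVIL, B3GALT1 and CLDN16 in NCI-H1299.

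For the other marks, too, binding was taken from NCI-H661 alone. The shares lay near those with and without the mark there for H3K36me3, but not for H3K4me1 or H2AK119ub. H3K4me1 promoters of NCI-H661 alone were bound in 33.9% of cases and those of NCI-H1299 alone in 22.9% (odds ratio 1.72), where 44.2% of promoters with the mark in NCI-H661 and 13.6% of those without an island there were bound. For H3K36me3 the shares were 44.8% and 22.3% (2.83), where those with and without it in NCI-H661 were at 40.2% and 24%. For H2AK119ub they were 30.4% of 2293 and 33.0% of 397 (0.887, not past the threshold), where those with and without it were at 44.1% and 16.8%. Its leading promoters were SDK1, CADM3, NME2 and MORC4 in NCI-H661 and BORCS5, SCAND3, EXT1 and ZBTB34 in NCI-H1299. H3K9me3 had 746 and 27 such promoters (odds ratio 1.17, adjusted p = 1). The H3K4me1 odds ratio was 1.01 without NCI-H661 replicate 1 and 0.826 at 500 bp. That of H2AK119ub was 0.630 and 0.635 without either NCI-H661 replicate and 1.501 without control replicate 2, and that of H3K9me3 was 0.156 without control replicate 1. Lines differed in cell number, batch and input, so the comparison is of these libraries.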

Values the study reported

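The study reported 16,220 peaks bound by DPPA2 and DPPA4 in NCI-H661 cells by ChIP-seq, CUT&RUN or both. Elsewhere it gave the number of consensus peaks as 16,620.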

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

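The tests of list length, of single DOX libraries and of promoters without H3K27ac were chosen after the data were seen. Signal outside the standard chromosomes, which no comparison used, numbered 251 narrow peaks for DPPA2 replicate 1, 164 for DPPA2 replicate 3, 121 for DPPA4 replicate 2, 100 for DPPA4 replicate 3, 62 for KDM2A and 126 for SUZ12.

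More promoters gained than lost H3K27ac in DOX (1008 and 16, or 607 and 2 with no fold filter, where ZNF317 kept its gain and RAD9A and ZNF579 did not). A larger number of islands as the whole cause is argued against by 840 promoters gained with lists of equal length. Other pairings reached at most 222 in one direction. Wider islands and deeper reads stay open, since only the number of islands was equalised. DOX replicate 1 islands had a median width of 900 bp, against 600 bp in the other H3K27ac libraries. With lists of equal length DOX replicate 1 still held 1401 promoters that DOX replicate 2 lacked, against 301 the other way. A single outstanding library stays open. DOX replicate 1 held 49726 islands with 2.78 M reads, against 28105 to 35357 islands with 0.760 to 0.979 M reads in the other H3K27ac libraries. Without replicate 1 there were 3.69 promoters gained per promoter lost. But with lists of equal length DOX replicate 2 gave 2.00 against the nearer control (95% interval 1.83 to 2.18), not clear of the 1.99 between the controls. Higher ChIP efficiency also stays open: reads per kb at promoters called in all 4 libraries were 10.4 and 13.4 times the genome-wide density in control and 11.9 and 13.6 times in DOX, and the median fold percentile of gained promoters in the DOX lists was 55.8, above the bound of 50 set beforehand, but that bound was too low to decide, since promoters called in all 4 libraries lay at 65.3. The deeper DOX input, shared by all marks, stays open as well, as do induced DPPA2 and DPPA4. Promoters that gained H3K27ac also gained H2AK119ub more often (8.43% against 2.75%, odds ratio 3.25, 95% interval 2.56 to 4.13). Among CpG-island promoters the odds ratio was 2.65. This does not part the input from induced DPPA2 and DPPA4. With the same inputs 609 promoters gained and 419 lost H2AK119ub, 647 and 224 H3K4me1, 391 and 146 H3K36me3, and 7 and 19 H3K9me3. The 3 pairings of 4 libraries are too few to give a share under 0.05.

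DPPA2 replicate 1 held 69810 narrow peaks, and replicate 3 lacked 49883 of them (71.5%). GC content stays open: their median GC of 59.7% was below the 65.1% of shared peaks, the bound set beforehand, but those are themselves rich in GC, and shuffled windows lay at 39.9%. Weak DPPA2 sites under the threshold of replicate 3 may account for part of them, since DPPA4 islands overlapped them 2.25 times as often as GC-matched windows (59.2% against 26.3%). No biological explanation was tested, as both libraries are of 1 group.

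SUZ12 was rarer at DPPA2/4-bound CpG-island promoters (15.4% against 21.2%). Low depth stays open. SUZ12 peaks above the median fold gave an odds ratio of 0.549. That cannot decide, since weak SUZ12 sites that low depth would hide are left out of these peaks too. H3K27ac at bound promoters may account for the pooled value, since the odds ratio within strata of H3K27ac was 1.44 (95% interval 1.29 to 1.62). Promoters not called for H3K27ac in both libraries kept the pooled direction (0.739, 0.626 to 0.872), but do not decide, since with no fold filter those with an island in 1 library had SUZ12 at 44.1% of bound and 37.1% of unbound ones, and those with none gave 0.862 (0.646 to 1.15). SUZ12 rests on a single library, and an effect of DPPA2 and DPPA4 themselves on SUZ12 stays open as untested.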

How the results depend on the processing

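The alternatives with CpG-matched windows, gene lists and domains restricted to CpG-island promoters, 25% overlap of either peak, each TSS counted once and reads per covered length were chosen after the data were seen. Of the alternatives, 83 of 92 for promoter odds, 95 of 100 for shuffles, 103 of 105 for H2AK119ub domains, 31 of 65 for DOX regions and 29 of 70 for gained and lost promoters kept the direction and the side of the threshold, or a count within 1.5 times. For single DOX regions 22 of 85 did so, with 62 weaker and 1 reversed, and for the comparison of lines 31 of 43. Unless stated, the cause of a difference was not tested.

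Consensus peaks numbered 3618 at 50% overlap and 15434 with EPIC2 domains. The H3K36me2 odds ratio at promoters was 1.077 at a log2 fold above 2 and 0.4222 at 500 bp, where that of H3K36me3 was 1.132. For SUZ12 it was 1.001 at a log2 fold above 2, 1.053 at 1 bp overlap, 0.6746 at CpG-island promoters, and 0.7461 to 1.006 without single libraries. Against shuffled peaks, H3K36me2 was at 0.8526 among promoters and 1.098 in GC-matched windows, H3K36me3 at 0.7114 in GC-matched windows, and SUZ12 at 0.8366 in GC-matched and 0.5728 in CpG-matched windows. SUZ12 at H2AK119ub domains was at 1.492 and 1.006 without H2AK119ub replicate 1 and 2, and ran from 0.6828 to 1.492 without single libraries. The number of gene lists past the threshold of Fisher's exact test was 0 with the H3K27ac background (2 at an unadjusted p under 0.05) and 0 at CpG-island promoters (4 at an unadjusted p under 0.05). With the H3K27ac background the 2 lists were Wnt signalling, at an odds ratio of 2.358, and autophagy and catabolic genes, at 0.469. The olfactory receptor list had 0 members in both settings and could not pass. The cancer-testis list had 2 members with the H3K27ac background and 6 at CpG-island promoters, too few to pass as bound less often.

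For DOX regions by edgeR, no coverage minimum gave 12 calls for H3K27ac, 7 for H3K4me1, 183 for H3K36me3 and 1 for H3K9me3, and islands as deposited gave 2, 4, 4 and 1. A mean count of 50 or more gave 1 for H2AK119ub, 15 for H3K4me1 and 1 for H3K9me3, where fewer regions were tested. The likelihood ratio test gave 4 for H3K4me1, 9 for H3K36me3 and 4 for H3K9me3. Recovered library sizes gave 0 for H3K4me1 and 8 for H3K36me3, and coverage of 80%, DESeq2 and reads per covered length each gave 0 for both. With no replicate block the counts were 0 for H3K4me1 and 3 for H3K36me3, and the pairing changed no other count of calls. Without single libraries the counts ran from 0 to 29 for H3K27ac, 0 to 19 for H3K4me1, 0 to 57 for H3K36me3 and 0 to 2 for H3K9me3, the lone library being assumed to vary like the other condition. The H3K36me3 region starting at 84482101 on chromosome 16 was at −0.01252 per covered length. The difference at DPPA2/4-bound H3K27ac regions ran from −0.002115 without DOX replicate 1 to 0.1683 without DOX replicate 2, and was 0.0555 without control replicate 1.

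Promoters that gained H3K27ac numbered 607 with no fold filter and 2314 at a log2 fold above 2, and 1730 and 3483 without replicate 1 and 2. Those that lost it numbered 2, 271, 87 with lists of equal length, 469 and 156. For H2AK119ub 378 were gained with no fold filter and 2009 and 2322 without replicate 1 and 2, while 230 were lost at a log2 fold above 2, 279 at 500 bp, and 2778 and 1404 without replicate 1 and 2. For H3K4me1 392 were gained with no fold filter, 1322 at a log2 fold above 2, and 1845 and 2795 without replicate 1 and 2, while 816 were lost at a log2 fold above 2, 458 with lists of equal length, and 1280 and 1353 without replicate 1 and 2. For H3K36me3 71 were gained at 500 bp, and 1071 and 1553 without replicate 1 and 2, while 224 were lost at a log2 fold above 2, 15 at 500 bp, and 954 and 704 without replicate 1 and 2. For H3K9me3 4 were gained with no fold filter, 11 at a log2 fold above 2, 1 at 500 bp, and 115 and 85 without replicate 1 and 2, while 8 were lost at a log2 fold above 2, 6 at 500 bp, 12 with lists of equal length, and 413 and 106 without replicate 1 and 2.

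Between the lines the H2AK119ub odds ratio was 0.646 with no fold filter, 0.6351 with lists of equal length, and 0.6303 to 1.501 without single libraries. For H3K4me1 it was 0.8261 at 500 bp and 1.008 to 2.061 without single libraries. For H3K9me3 it was 0.8219 with lists of equal length and 0.1562 to 2.272 without single libraries. Regions without an island in some library were not tested, which leaves 1408 H2AK119ub and 1180 H3K9me3 regions. The coverage minimum, a chosen setting, leaves 132 and 68 of them.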

Other observations

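The tests below were fixed before the data were examined, except that of DPPA2/4 peaks against windows matched on CpG density. Against those windows H3K36me2 was 1.86 times, H3K4me1 1.82 times, KDM2A 1.60 times, H3K27ac 1.44 times, H3K36me3 1.29 times and H2AK119ub 1.03 times as frequent at DPPA2/4 peaks, while SUZ12 was 0.573 and H3K9me3 0.187 times as frequent. Among bound developmental transcription factors, LHX6 carried H2AK119ub and SUZ12 without H3K27ac, whereas SIX2 carried H3K27ac, H2AK119ub and KDM2A. The methyltransferase genes NSD1 and NSD2 carried H3K27ac and KDM2A without H2AK119ub.

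Consensus peaks of DPPA2 and DPPA4 numbered 8825 here, and 3618 to 15434 over the overlap rules and callers tried. Each is lower than the counts quoted from the study above, which also drew on CUT&RUN data not used here.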
